A study of Mus musculus with 12 samples. Its data were reported in "Hepatocyte-specific CCAAT/enhancer binding protein α restricts liver fibrosis progression" (2024).

How the data were processed

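RNA was measured in 12 libraries of primary mouse hepatocytes, 3 in each of 4 groups. Per the labels, the groups were hepatocytes of Cebpa-floxed mice (WT), hepatocytes with albumin-Cre deletion of Cebpa (KO), hepatocytes given an adenovirus expressing green fluorescent protein (GFP) and hepatocytes given an adenovirus expressing mouse Cebpa (OE). The labels number the libraries as biological replicates but do not say whether they came from separate mice or separate cultures, so the p values may measure no more than the spread between preparations. The labels do not give the duration of the adenovirus exposure, and the study states one for other assays of cultures treated in this way.

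Poly(A) RNA was extracted with a column kit and made into stranded mRNA libraries. Per the labels, the authors trimmed the reads with Trimmomatic 0.36, aligned them with STAR 2.5.1 to the mouse genome build mm10 and quantified genes with RSEM 1.2.22. Picard 1.84 and DESeq2 were also named, without a role. The deposited tables give, per gene and library, RSEM expected counts, which are estimated read counts not scaled to depth. The deposited tables also give TPM, which is scaled for effective gene length and sums to 1000000 in each library. All 55450 gene identifiers, with versions, were found in GENCODE M21 on the same build, from which the coordinates were taken, and 108 symbols were shared by more than 1 identifier.

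The comparisons, tests, gene lists and the rule for named genes were fixed before the data were examined. KO was compared with WT and OE with GFP, each on its own 6 libraries, since the 2 experiments share no library. Expected counts were rounded, genes were kept by filterByExpr in edgeR 4.0.16 (minimum count 10, minimum total 15), libraries were scaled by TMM, and the quasi-likelihood F test was applied with Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p under 0.05, and calls above 2-fold were also counted. Levels are TMM-scaled counts per 1000000 counts (CPM). Log2 fold changes are given with the standard error (SE) and levels with the standard deviation (SD). A fold against a group in which all 3 libraries held 0 counts is a lower bound, computed with 3 counts over the group. Counts of RNA-Seq reads are not independent molecules, so floors cover counting error only. The difference of the 2 effects, OE against GFP less KO against WT, was tested with the same method in a fit of all 12 libraries. That fit has 1 dispersion per gene for both experiments. Their biological coefficients of variation were 20.4% in KO and WT and 4.04% in GFP and OE. The fit may therefore understate the spread of KO and WT, so passing in it is weak support.

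34 gene lists were fixed, covering liver functions, stress and immune responses, zonation and the markers of 6 other cell types, together with the 6 genes the study singled out. A list with at least 5 tested members was tested in each comparison with camera in limma 3.58.1, which compares the list with the other genes tested. The preset correlation between genes was 0.01, tests were 2-sided and the adjustment covered all 62 list tests. Camera with a correlation estimated from the data and fry, which tests a list by itself, were also run. Genes were named by a rule: the genes of the study list, the 10 largest rises and 10 largest falls called with no overlap between the groups and a mean of at least 10 CPM, leaving out provisional and mitochondrial symbols (Gm, AC, AL or BC with digits, those ending in Rik and those starting with mt-), the 4 members of each list with the lowest p, and the 10 genes called in opposite directions and 5 called in the same direction with the largest change in both comparisons, under the same limits on level and symbol. The overlap of the 2 sets of calls was set against the number chance gives for lists of that size. Correlations across genes were tested by exact relabelling of the libraries within each experiment, 400 relabellings in all.

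Alternatives were DESeq2 1.42.0, edgeR with DESeq2-type size factors or library totals, no filter, a stricter filter (1 CPM in 3 libraries and a mean of 5 CPM), limma on log2(TPM + 1) and log2(TPM + 0.1) for genes with a mean TPM of at least 1, a fit of all 12 libraries, a replicate block and leaving out each library in turn. A correction for a trend of fold change with gene length (lowess, span 0.3) was added after the data were seen. The pipeline was tested on simulated data made from these libraries with 200 changed genes. In the KO and WT libraries edgeR recovered 50% of 2-fold and 90% of 4-fold changes with 6.04% of calls false, against 67%, 92% and 18.5% for DESeq2. In the GFP and OE libraries edgeR recovered 92% and 96% with 4.57% of calls false, against 88%, 94% and 3.70% for DESeq2. Only 200 of 14889 genes were changed there, so the simulation does not cover a comparison in which most genes are called. No library was left out of the main comparisons. Leaving out a library or adding a replicate block also leaves fewer degrees of freedom, so a call lost there may reflect lower power. R 4.3.3, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used.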

Results

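Gene expression was measured by RNA-Seq in 12 libraries that the labels give as primary mouse hepatocytes, in 4 groups of 3. CEBPA is a leucine zipper transcription factor that is abundant in adult hepatocytes. WT hepatocytes carried floxed Cebpa alleles, and in KO hepatocytes these alleles were deleted by Cre recombinase under the albumin promoter. GFP and OE hepatocytes were given adenoviruses that express green fluorescent protein or mouse Cebpa. The total count per library was 20966339 to 23261800 in WT, 20368564 to 23304230 in KO, 20467466 to 22132226 in GFP and 20160081 to 23193817 in OE. The 10 most abundant genes took 19.1% to 19.4% of counts in WT, 22.2% to 23.3% in KO, 7.24% to 8.03% in GFP and 5.07% to 5.18% in OE.

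KO and WT hepatocytes were compared to find which genes depend on CEBPA in these cells. Cebpa (ENSMUSG00000034957.10, chromosome 7, 35119293 to 35121928, plus strand, mm10) fell from 276 ± 41.6 CPM (SD, n = 3) in WT to 0.461 ± 0.437 CPM in KO, a log2 fold change of −9.23 ± 0.51 (SE, adjusted p = 0.000837). Spp1 (ENSMUSG00000029304.14, chromosome 5, 104435118 to 104441050, plus strand), which encodes the secreted phosphoprotein osteopontin, rose 47.3-fold from 8.003 ± 3.47 to 379 ± 62.0 CPM (log2 fold change 5.56 ± 0.37, adjusted p = 0.00134). Smpdl3b (ENSMUSG00000028885.8), which encodes a lipid-modifying phosphodiesterase, rose 17.6-fold from 0.281 ± 0.154 to 5.0 ± 1.39 CPM (adjusted p = 0.00557). Sox9 (ENSMUSG00000000567.5), a transcription factor of bile duct and progenitor cells, rose 4.04-fold from 8.93 ± 2.00 to 36.2 ± 15.7 CPM (log2 fold change 2.02 ± 0.32, adjusted p = 0.0335). Neither Hes1, a Notch target, nor Atf3, a stress-induced transcription factor, passed the test, with log2 fold changes of 0.64 ± 0.36 and −0.15 ± 0.30 and adjusted p values of 0.473 and 0.853. Of these 6 genes 3 rose and 1 fell, both over all genes tested and adjusted over the list alone. The study singled out Spp1 partly on these libraries, so the count is not independent evidence, and the list's camera adjusted p of 0.0025 became an adjusted p = 0.31 with an estimated correlation, 0.249 with the stricter filter and 0.238 without KO3. The call for Sox9 was lost in limma on log2(TPM + 1) and without WT1, WT2 or WT3 (adjusted p up to 0.145), and those of Cebpa and Spp1 held in each alternative and that of Smpdl3b in each but the stricter filter, in which it was not tested (adjusted p up to 0.0460).

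**Figure D1:**
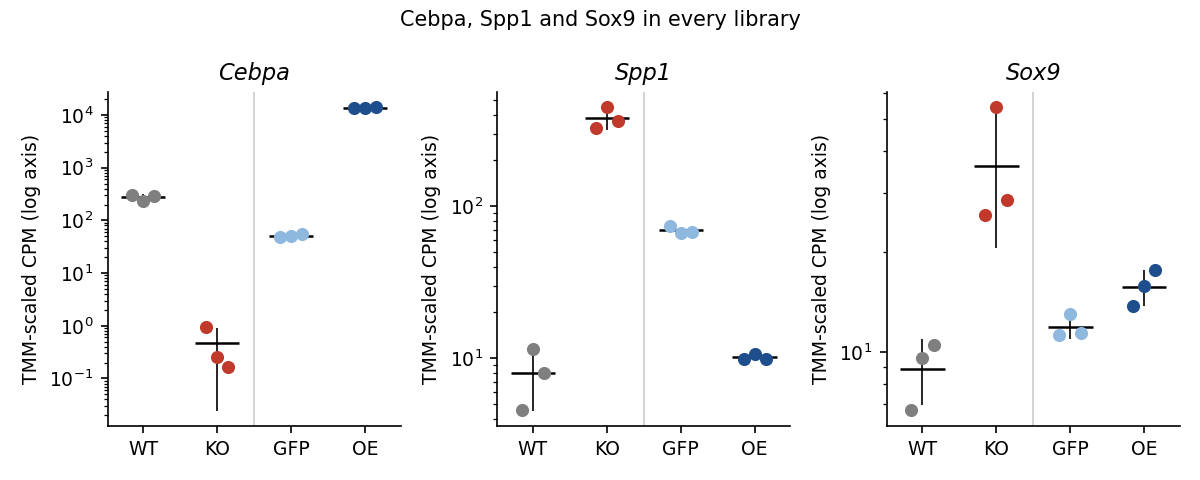
Normalised level of Cebpa, Spp1 and Sox9 in CPM (vertical, log axis) in the WT, KO, GFP and OE groups (horizontal), where points are libraries, lines are means and bars are the SD (n = 3). Spp1 stood at a mean of 379 CPM in KO against 8.003 in WT, and at 10.1 CPM in OE against 69.5 in GFP.

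The 10 largest rises in KO named by the rule, above 10 CPM, were those of Spp1, Sox9 and 8 genes from Tff3 to Clic5. Tff3, a secreted trefoil peptide of mucosal epithelia, rose 18.6-fold from 1.89 ± 0.627 to 35.3 ± 5.66 CPM (n = 3, adjusted p = 0.000837). Cyp2d12, a cytochrome P450, rose 13.7-fold to 20.7 ± 3.90 CPM (adjusted p = 0.000837), and Lpl, which hydrolyses the triglycerides of lipoproteins, rose 7.62-fold to 91.7 ± 25.6 CPM (adjusted p = 0.0144). Ugt1a9, a glucuronosyltransferase, rose from 81.7 ± 13.4 to 436 ± 25.96 CPM (adjusted p = 0.000949). Ifi27l2b and Gvin1, both interferon-inducible, rose with log2 fold changes of 2.66 ± 0.19 and 2.30 ± 0.39. Col4a1, a collagen of basement membranes, rose from 19.7 ± 6.14 to 105 ± 49.0 CPM (adjusted p = 0.0387), and Clic5, an intracellular chloride channel protein, rose with a log2 fold change of 2.03 ± 0.27. Gm4070, which the rule leaves out for its provisional symbol and which was chosen after its values were seen, rose from 7.69 ± 1.96 to 67.4 ± 44.4 CPM (adjusted p = 0.0280), a call lost in limma and without any WT library (up to 0.143). Leaving out 1 library ended the calls of Lpl (WT1), Clic5 (WT3 or KO2), Gvin1 (any WT library or KO1) and Col4a1 (any WT library, KO1 or KO2), with adjusted p values over the alternatives of up to 0.0960, 0.0900, 0.195 and 0.185. With all 6 libraries Col4a1 and Gvin1 were also lost with the stricter filter and in limma, Gvin1 with the length trend removed, and Col4a1 and Lpl with a replicate block.

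The largest falls after Cebpa included Mup7, Mup19 and Mup3, which encode major urinary proteins that the liver releases and the kidney excretes as pheromone carriers. Mup7 fell from 1484 ± 428 to 9.001 ± 6.42 CPM (n = 3, log2 fold change −7.36 ± 0.83, adjusted p = 0.0110), and Mup3 from 6563 ± 816 to 599 ± 450 CPM (adjusted p = 0.0280). Mup19 and the cytochrome P450 gene Cyp2a4 fell with log2 fold changes of −6.60 ± 1.08 and −6.62 ± 0.86. Wfdc21 fell 49.1-fold from 132 ± 24.9 to 2.67 ± 0.671 CPM (adjusted p = 0.000397). The complement genes C4a and C6 fell 14.6-fold and 5.09-fold, C6 from 307 ± 16.0 to 60.2 ± 13.96 CPM (adjusted p = 0.00218). Hsd11b1, which regenerates active glucocorticoid inside cells, fell 6.12-fold from 387 ± 24.5 to 63.2 ± 5.10 CPM (adjusted p = 0.000397). Gstt3, a glutathione transferase, and Npr2, a natriuretic peptide receptor, fell with log2 fold changes of −2.83 ± 0.36 and −2.49 ± 0.31. Gm4956, also left out by the rule and chosen after its values were seen, fell with a log2 fold change of −2.70 ± 0.19. Genes of the Mup, Cyp2, Ugt1a, Gstt and C4 families share sequence, so their counts may be divided between relatives. Leaving out 1 library ended the calls of Mup7 (WT1), Npr2 (WT1 or WT3), Gstt3 (WT1, WT3 or KO2), Cyp2a4 (WT3, KO1 or KO2) and Mup3 and Mup19 (any WT library, KO1 or KO2), with adjusted p values over the alternatives of up to 0.140. With all 6 libraries Mup19 was also lost in DESeq2, with the stricter filter and in limma on log2(TPM + 0.1), and Mup19 and Mup3 with a replicate block.

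Genes of the pericentral zone, the hepatocytes around the central vein, were lower in KO. Of 20 tested, 6 fell and 0 rose over all genes, and 16 fell adjusted over the list alone (median log2 fold change −1.11, camera adjusted p = 4.4e-21, adjusted p = 0.31 with an estimated correlation). Cyp1a2, a cytochrome P450 that oxidises caffeine, fell from 563 ± 95.4 to 160 ± 15.04 CPM (n = 3, adjusted p = 0.00391), and Lect2, a secreted protein, from 43.0 ± 9.59 to 11.5 ± 0.536 CPM (adjusted p = 0.00506). Lgr5, a receptor of the Wnt pathway, fell from 3.04 ± 1.67 to 0.0755 ± 0.0724 CPM (adjusted p = 0.0221), and Gulo, the last enzyme of vitamin C synthesis, fell from 257 ± 42.5 to 118 ± 14.9 CPM (adjusted p = 0.0231). Oat, an ornithine aminotransferase, stood at 245 ± 78.2 CPM in WT and 22.6 ± 19.96 CPM in KO with an adjusted p of 0.0514, and passed in DESeq2, with library totals, no filter or a replicate block, in limma, in a fit of all 12 libraries and without KO1. Among 16 periportal genes, those of hepatocytes near the portal vein, only Aldh1b1 was called, with a rise (log2 fold change 0.93 ± 0.14), and 4 rose adjusted over the list alone (median 0.01, camera adjusted p = 0.339). The calls for Cyp1a2 and Lect2 held in each alternative, and those for Lgr5 and Gulo (any WT library, KO1 or KO2) and Aldh1b1 (any library but KO3) ended when 1 library was left out (adjusted p up to 0.119), that for Aldh1b1 also in limma and with a replicate block.

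Drug and bile acid metabolism genes were lower as groups. Of 31 cytochrome P450 genes of drug metabolism 7 fell and 0 rose, and 13 fell and 2 rose adjusted over the list alone (median log2 fold change −0.27, camera adjusted p = 1.8e-09, adjusted p = 0.325 with an estimated correlation). Besides Cyp1a2, Cyp2c67 fell from 322 ± 55.6 to 97.7 ± 15.8 CPM (n = 3, adjusted p = 0.00838), and Cyp2c40 fell with a log2 fold change of −3.40 ± 0.46. Of 21 genes of bile acid synthesis and transport 3 fell, and 8 fell and 1 rose adjusted over the list alone (median −0.49, camera adjusted p = 1.82e-06, adjusted p = 0.376 with an estimated correlation). These 3 were the importers Slco1b2, from 849 ± 72.9 to 330 ± 55.4 CPM, and Slc10a1, from 390 ± 8.88 to 227 ± 21.2 CPM, and the steroid reductase Akr1d1, from 201 ± 43.9 to 80.3 ± 20.2 CPM (adjusted p = 0.0114, 0.0221 and 0.0382). Leaving out 1 library ended the calls of Slco1b2 (WT1 or WT2), Cyp2c40 (any WT library or KO2), Slc10a1 (any WT library, KO1 or KO2) and Akr1d1 (any WT library, KO2 or KO3), with adjusted p values over the alternatives of up to 0.137. Akr1d1 was also lost with the stricter filter and in limma, and Slco1b2 and Slc10a1 with a replicate block.

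3 further metabolic lists were lower in camera with few single genes called. Of 33 genes of amino acid breakdown 2 fell, Hgd and Cth, which act in tyrosine breakdown and cysteine synthesis, with log2 fold changes of −0.86 ± 0.13 and −0.91 ± 0.16, and 8 fell adjusted over the list alone (median −0.13, camera adjusted p = 0.0041, adjusted p = 0.645 with an estimated correlation). Among 31 genes of lipogenesis and lipid droplets only Lpl was called, with the rise given above, and 5 fell and 1 rose adjusted over the list alone (median −0.27, camera adjusted p = 0.0267, adjusted p = 0.645 with an estimated correlation). Of 21 genes of gluconeogenesis and glycogen edgeR called 0, also adjusted over the list alone, against 5 at an unadjusted p under 0.05, 0 in DESeq2 and 0 in limma (median −0.25, camera adjusted p = 0.00778, adjusted p = 0.575 with an estimated correlation). Leaving out 1 library ended the calls of Hgd (any WT library or KO2, adjusted p up to 0.136) and Cth (any library but KO1, up to 0.172), as did a replicate block for both and the stricter filter and limma for Cth. The camera calls ended for amino acid breakdown without KO3 (adjusted p = 0.171), for gluconeogenesis and glycogen without KO2 (0.125) and for lipogenesis without WT2, KO2 or KO3 (0.202, 0.165 and 0.236).

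Most inflammatory and acute phase genes stood higher in both KO1 and KO2 than in KO3, a tally made after the values were seen. This held for 21 of 21 tested acute phase genes, 16 of them over 2-fold, and for 13 of 15 inflammatory genes, 11 of them over 2-fold, against 35.1% and 2.70% of all genes tested, and this difference within the KO group was not tested. Icam1, a leukocyte adhesion molecule, was at 6.69, 6.02 and 21.3 CPM in the 3 WT libraries and at 120, 264 and 17.4 CPM in the 3 KO libraries. Tlr2, a receptor for bacterial lipoproteins, was at 0.229, 0.387 and 2.65 CPM in WT and at 39.5, 145 and 0.944 CPM in KO. The acute phase gene Saa2 was at 13.04, 19.6 and 164 CPM in WT and at 1059, 1894 and 22.5 CPM in KO, and the metallothionein Mt1 at 53.3, 42.3 and 112.3 CPM in WT and 430, 439 and 36.7 CPM in KO. In the same order the summed macrophage markers without Slc40a1, an iron exporter that hepatocytes also express and that was set aside after its values were seen, were at 14.6, 21.7 and 44.9 CPM in WT and at 66.7, 67.5 and 22.5 CPM in KO. With Slc40a1 the macrophage sums were 131, 73.1 and 168 CPM in WT and 155, 122 and 129 CPM in KO. Of 15 inflammatory and NF-kB target genes edgeR called 0 over all genes and 3 higher adjusted over the list alone, against 7 at an unadjusted p under 0.05, 5 in DESeq2 and 0 in limma (median log2 fold change 1.80, camera adjusted p = 4.94e-05, adjusted p = 0.604 with an estimated correlation). Their lowest adjusted p values were those of Cxcl2 (log2 fold change 3.50 ± 0.92, adjusted p = 0.142), Icam1 (3.56 ± 0.98, 0.161), Tlr2 (5.80 ± 1.67, 0.182) and Nfkb2 (1.80 ± 0.56, 0.218), which all passed without KO3 and in a fit of all 12 libraries, the first 3 also in DESeq2. The fit of all 12 libraries called 1205 genes in KO against WT, where the main fit called 203, so passing in it is weak support. Of 21 acute phase genes edgeR called 0, also adjusted over the list alone, against 4 at an unadjusted p under 0.05, 2 in DESeq2 and 0 in limma (median 0.73, camera adjusted p = 0.0526). With all 6 libraries the acute phase list passed camera in DESeq2 (adjusted p = 0.00322), with library totals (0.0177), no filter (0.00735) or the stricter filter (0.0326), in limma (0.0151 and 0.0192) and in a fit of all 12 libraries (0.0189), and it also passed without KO3 (3.43e-10) and without WT3 (0.000494). It had an adjusted p = 0.776 with an estimated correlation and 0.580 with fry. It included Saa3 (4.73 ± 1.60, adjusted p = 0.253) and, in the other direction, Orm1 at 375 ± 153 CPM in WT and 36.5 ± 34.0 CPM in KO (adjusted p = 0.161), both of which passed without KO3 and in a fit of all 12 libraries, Orm1 also in DESeq2.

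**Figure D2:**
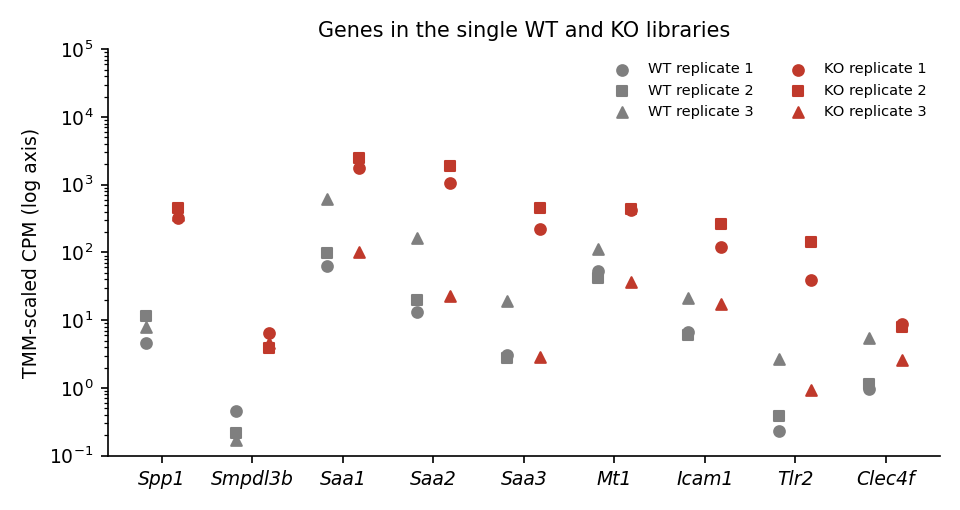
Level in CPM (vertical, log axis) of Spp1, Smpdl3b and of acute phase, inflammatory and macrophage genes (horizontal) in each of the 3 WT and 3 KO libraries, where each point is 1 library. Saa1 and Clec4f were chosen for the plot after their values were seen, and Spp1 stood at 327, 447 and 362 CPM in the 3 KO libraries, while Saa2 stood at 1059, 1894 and 22.5 CPM.

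With the preset correlation of 0.01, camera called the interferon, matrix, stellate, macrophage and endothelial lists higher in KO. The estimated correlations in these lists were 0.0818, 0.228, 0.518, 0.727 and 0.751 in the same order. A wrong grouping of the same 6 libraries gave 17 list calls against 14 for the real one, so these list calls cannot be assigned to genotype. Of 28 interferon response genes edgeR called 0 over all genes and 5 higher adjusted over the list alone, against 13 at an unadjusted p under 0.05, 6 in DESeq2 and 0 in limma (median log2 fold change 0.51, camera adjusted p = 3.2e-08, adjusted p = 0.31 with an estimated correlation). The antiviral gene Oasl1 stood at 9.95 ± 2.45 CPM in WT and 18.9 ± 2.77 CPM in KO (n = 3, adjusted p = 0.0950), and the interferon transcription factor Irf7 at 19.4 ± 2.08 and 29.04 ± 3.72 CPM (adjusted p = 0.10), and both passed in DESeq2 and in a fit of all 12 libraries, Oasl1 also with no filter. Of 13 matrix and fibrogenesis genes Col4a1 rose, and 4 rose adjusted over the list alone (median 0.83, camera adjusted p = 1.43e-05, adjusted p = 0.376 with an estimated correlation). Of 11 stellate cell and fibroblast markers Reln, an extracellular matrix glycoprotein, rose from 4.37 ± 1.19 to 13.8 ± 2.91 CPM (adjusted p = 0.0270), and 2 rose adjusted over the list alone (median 1.33, camera adjusted p = 6.88e-06, adjusted p = 0.413 with an estimated correlation). Of 15 macrophage and 19 endothelial markers edgeR called 0 each, also adjusted over the list alone, against 4 and 4 at an unadjusted p under 0.05, 1 and 1 in DESeq2 and 0 and 0 in limma. Their medians were 1.57 and 0.77, with camera adjusted p values of 0.00048 and 0.00175 and an adjusted p = 0.645 with an estimated correlation for both. Summed stellate markers were at 9.47, 10.01 and 20.2 CPM in the WT libraries and 36.0, 37.1 and 23.3 CPM in the KO libraries, and summed endothelial markers at 31.2, 47.3 and 53.9 CPM and 81.9, 82.8 and 38.8 CPM. The unfolded protein and integrated stress response list was also higher in camera (19 genes, median 0.29, camera adjusted p = 0.0473, adjusted p = 0.744 with an estimated correlation), with 0 genes called by edgeR, also adjusted over the list alone, 1 at an unadjusted p under 0.05, 0 in DESeq2 and 0 in limma. Leaving out 1 library ended the calls of Reln (WT1, WT2, KO1 or KO2, adjusted p up to 0.135), Col4a1 (as above, up to 0.185) and the unfolded protein response list (WT1, WT2, WT3 or KO2, 0.133, 0.0807, 0.0508 and 0.932). Reln was also lost in limma and with a replicate block, and the unfolded protein response list with the length trend removed (0.0623).

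Bile duct markers could be compared only in part. Of 18 cholangiocyte markers 3 passed the count filter, of which Sox9 and the ciliary protein Pkhd1 rose, Pkhd1 from 4.78 ± 1.04 to 10.2 ± 0.867 CPM (n = 3, adjusted p = 0.0382), and no other marker exceeded 1.14 CPM in a library. The summed cholangiocyte markers were at 31.6 ± 1.48 CPM in WT and 70.7 ± 12.7 CPM in KO. Among 6 C/EBP family genes Cebpg rose from 61.8 ± 7.82 to 158 ± 28.97 CPM (adjusted p = 0.0146) and Cebpa fell, the same counts adjusted over the list alone. The log2 fold changes of Cebpb and Cebpd were 0.66 ± 0.36 and 1.53 ± 0.73, which did not pass (adjusted p = 0.456 and 0.410), though Cebpd passed without KO3. Of 9 Notch pathway genes only Sox9 was called, also adjusted over the list alone (camera adjusted p = 0.0523). In the adipocyte list (10 tested) only Lpl was called, with 1 higher and 2 lower adjusted over the list alone. In the complement list (19 tested) only C6 was called, with 2 higher and 1 lower adjusted over the list alone. In the epithelial junction and cytoskeleton list (15 tested) only S100a10 was called, over all genes and adjusted over the list alone, with a fall from 34.5 ± 7.01 to 6.72 ± 4.01 CPM (adjusted p = 0.0377). Leaving out 1 library ended the calls of Cebpg (WT1 or WT2), Sox9 (any WT library), S100a10 (any library but KO3) and Pkhd1 (any library), with adjusted p values over the alternatives of up to 0.178, and the Notch pathway list passed camera without WT3 or KO2 (0.0376 and 0.00315). With all 6 libraries Pkhd1 was also lost with library totals, Pkhd1 and S100a10 with the stricter filter, and Pkhd1, S100a10 and Cebpg with a replicate block. With all 6 libraries the Notch list passed in DESeq2 (0.0359), with library totals (0.0334), no filter (0.0305) or a replicate block (0.0183) and in limma (0.0425 and 0.0474), and the complement list, with a camera adjusted p of 0.133, passed as higher in limma (0.00372 and 0.00476), in a fit of all 12 libraries (0.0146) and with the length trend removed (0.0138). With an estimated correlation the adjusted p was 0.413 for the Notch list and 0.740 for the complement list.

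edgeR called 0 genes in KO against WT in the other lists of liver function. For the transcription factors of the liver (19 tested) the counts at an unadjusted p under 0.05, in DESeq2 and in limma were 4, 2 and 0, and for the urea cycle (10 tested) 3, 1 and 0. They were 4, 4 and 0 for fatty acid oxidation and ketogenesis (32 tested), 0, 0 and 0 for cholesterol synthesis and uptake (24 tested), 7, 2 and 0 for coagulation factors (23 tested) and 10, 7 and 0 for carrier proteins and apolipoproteins (29 tested). They were 1, 0 and 0 for the cell cycle (20 tested), 6, 4 and 0 for immediate early and isolation stress genes (23 tested) and 1, 1 and 0 for granulocyte and myeloid genes (5 tested). Camera called the urea cycle list lower without KO1 (adjusted p = 0.0209), the cell cycle list lower without WT1 (0.0188), and the cholesterol list lower and the granulocyte list higher without WT3 (0.00857 and 0.0151). Adjusted over the list alone, 1 gene of fatty acid oxidation and 1 carrier protein were higher, 2 coagulation factors were lower, and 0 genes passed in the others. With all libraries and filterByExpr none of these lists passed camera (adjusted p from 0.110 to 0.927), and with no filter the granulocyte list passed as higher (0.0332). With an estimated correlation the adjusted p was 0.821, 0.669, 0.963 and 0.431 for the urea cycle, cell cycle, cholesterol and granulocyte lists. Fetal liver genes (4 tested), lymphocyte and neutrophil markers (1 tested) and red blood cell genes (3 tested) were too few for a list test, and edgeR called 0 of them, against 0, 0 and 1 at an unadjusted p under 0.05, 1, 0 and 1 in DESeq2 and 0, 0 and 1 in limma. The summed lymphocyte and neutrophil markers were at 2.26 ± 0.962 CPM in WT and 2.27 ± 0.406 CPM in KO, and the summed red blood cell genes at 135 ± 24.7 and 149 ± 82.3 CPM.

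In all, edgeR called 203 of 11846 genes tested between KO and WT, 82 higher and 121 lower, of which 67 and 94 differed by more than 2-fold. The groups did not overlap for 20.03% of genes, where chance gives 10%. Camera called 8 lists higher and 6 lower of 30 tested, and with an estimated correlation it called 0, with 4 at an unadjusted p under 0.05, while fry called 7. Of 10 splits of the same 6 libraries, the real one included, 5 gave at least its 14 list calls. The list calls in KO against WT therefore cannot be assigned to genotype from camera alone. The number of genes called depended on single libraries, with 42, 52 and 60 calls without WT1, WT2 and WT3 and 118, 91 and 396 calls without KO1, KO2 and KO3. DESeq2 called 625 genes, 202 of them shared with edgeR.

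OE and GFP hepatocytes were compared to find which genes respond to added CEBPA. Cebpa rose 268-fold from 51.0 ± 3.203 to 13675 ± 394 CPM (n = 3, adjusted p = 5.09e-19), a count that includes the transgene because the adenovirus carries the mouse sequence. Spp1 fell 6.85-fold from 69.5 ± 4.01 to 10.1 ± 0.446 CPM (log2 fold change −2.78 ± 0.06, adjusted p = 1.1e-14). Atf3 rose 3.51-fold from 38.5 ± 1.01 to 135 ± 6.02 CPM (adjusted p = 1.35e-14), Smpdl3b 1.66-fold from 6.17 ± 0.429 to 10.2 ± 0.677 CPM (adjusted p = 8.61e-06) and Hes1 1.56-fold from 11.2 ± 0.594 to 17.5 ± 0.555 CPM (adjusted p = 9.3e-07). Sox9 rose 1.32-fold from 11.9 ± 0.948 to 15.7 ± 1.94 CPM (adjusted p = 0.00144), a call lost in a fit of all 12 libraries and with the length trend removed (adjusted p up to 0.159). Of these 6 genes 5 rose and 1 fell, also adjusted over the list alone, which is not independent evidence, since the study singled out Spp1 partly on these libraries. The list had a camera adjusted p of 0.0551, and passed in DESeq2 (5.88e-11), with no filter (0.00366) and without GFP1, GFP2, OE1 or OE2 (0.0342 to 0.0493), against an adjusted p = 0.376 with an estimated correlation.

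The rises named in OE included many in genes without a single count in GFP. Stfa1, which encodes a cysteine protease inhibitor of the stefin family, reached 850 ± 64.8 CPM in OE (n = 3), at least 17239-fold higher than in GFP. S100a9 and S100a8, which encode the calcium-binding proteins that form calprotectin in neutrophils, reached 362 ± 32.9 and 224 ± 20.1 CPM, at least 7341-fold and 4542-fold higher. Gm21188, BC100530, Gm36079 and 2310034C09Rik, which the rule leaves out for their provisional symbols and which were chosen after their values were seen, were also at 0 counts in GFP, reached 594 ± 14.5, 381 ± 32.1, 302 ± 9.57 and 49.6 ± 2.53 CPM and were at least 12040-fold, 7725-fold, 6134-fold and 1006-fold higher. Retnla, a secreted resistin-like protein, reached 109 ± 9.16 CPM, and Crisp1 and Crisp3, cysteine-rich secretory proteins, reached 85.0 ± 4.35 and 65.4 ± 4.53 CPM. Acot5, a peroxisomal acyl-CoA thioesterase, rose from 0.149 ± 0.0526 to 1576 ± 46.3 CPM (log2 fold change 13.32 ± 0.08). Stfa3, Lce3f, Slfn1 and Ngp were also at 0 counts in GFP and were at least 1068-fold, 738-fold, 654-fold and 517-fold higher in OE. In the granulocyte and myeloid list 8 of 11 genes rose and 3 fell, also adjusted over the list alone (median log2 fold change 4.73 with 4 genes at their bounds, camera adjusted p = 0.0025, adjusted p = 0.376 with an estimated correlation). They included S100a8, S100a9, Ngp and Ltf, the iron-binding lactoferrin of neutrophil granules, which rose from 0.346 ± 0.0589 to 9.28 ± 0.595 CPM. Both tested lymphocyte and neutrophil markers, S100a8 and S100a9, rose, and the list's sum was 0.476 ± 0.235 CPM in GFP and 586 ± 52.9 CPM in OE. The list call was lost in DESeq2, in limma and with the length trend removed (adjusted p up to 0.453), and reads of the stefin and Crisp genes may be divided between relatives.

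The largest falls in OE above 10 CPM included Afp, Igfbp1, Ccn2 and Cldn4. Afp, the fetal serum protein alpha-fetoprotein, fell 86.1-fold from 262 ± 14.7 to 3.03 ± 0.437 CPM (n = 3, log2 fold change −6.43 ± 0.07). Igfbp1, a binding protein of insulin-like growth factors, fell 100.3-fold from 1043 ± 28.1 to 10.4 ± 0.645 CPM, and Ccn2, also known as connective tissue growth factor, fell 71.8-fold from 948 ± 35.6 to 13.2 ± 0.449 CPM. Cldn4, a tight junction protein, fell 210-fold from 175 ± 16.0 to 0.829 ± 0.0963 CPM. R3hdml, Serpinb9b and Cyp4f18 fell with log2 fold changes of −8.59 ± 0.21, −6.88 ± 0.17 and −6.69 ± 0.19. The unconventional myosin Myo5c, the adenylate cyclase Adcy1 and the muscle actin Acta1 fell with log2 fold changes of −6.23 ± 0.09, −5.94 ± 0.11 and −5.82 ± 0.07.

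Cell cycle genes were lower in OE. Of 38 genes 36 fell and 1 rose, also adjusted over the list alone (median log2 fold change −2.73, camera adjusted p = 5.4e-16, adjusted p = 0.202 with an estimated correlation). Rrm1 and Rrm2, the subunits of ribonucleotide reductase, fell from 293 ± 10.01 to 47.2 ± 0.493 CPM and from 170 ± 5.27 to 16.6 ± 1.15 CPM (n = 3, log2 fold changes −2.63 ± 0.03 and −3.35 ± 0.05), and Top2a, the topoisomerase of dividing cells, from 74.8 ± 1.60 to 7.54 ± 0.821 CPM. In the epithelial junction and cytoskeleton list 23 of 30 fell and 5 rose, also adjusted over the list alone (median −1.16, camera adjusted p = 4.84e-08, adjusted p = 0.254 with an estimated correlation). Krt18, a keratin of simple epithelia, fell from 1980 ± 23.1 to 286 ± 10.5 CPM, and Tuba1a, a tubulin, from 374 ± 4.85 to 40.1 ± 1.18 CPM. In the matrix and fibrogenesis list 17 of 26 fell and 6 rose, also adjusted over the list alone (median −0.88, camera adjusted p = 0.00258, adjusted p = 0.325 with an estimated correlation). Lgals1, a galactose-binding lectin, fell from 619 ± 16.5 to 23.9 ± 0.802 CPM and Col4a1 from 371 ± 6.45 to 64.0 ± 4.62 CPM, while Timp3, an inhibitor of matrix metalloproteinases, rose from 11.2 ± 1.53 to 227 ± 3.19 CPM.

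**Figure D3:**
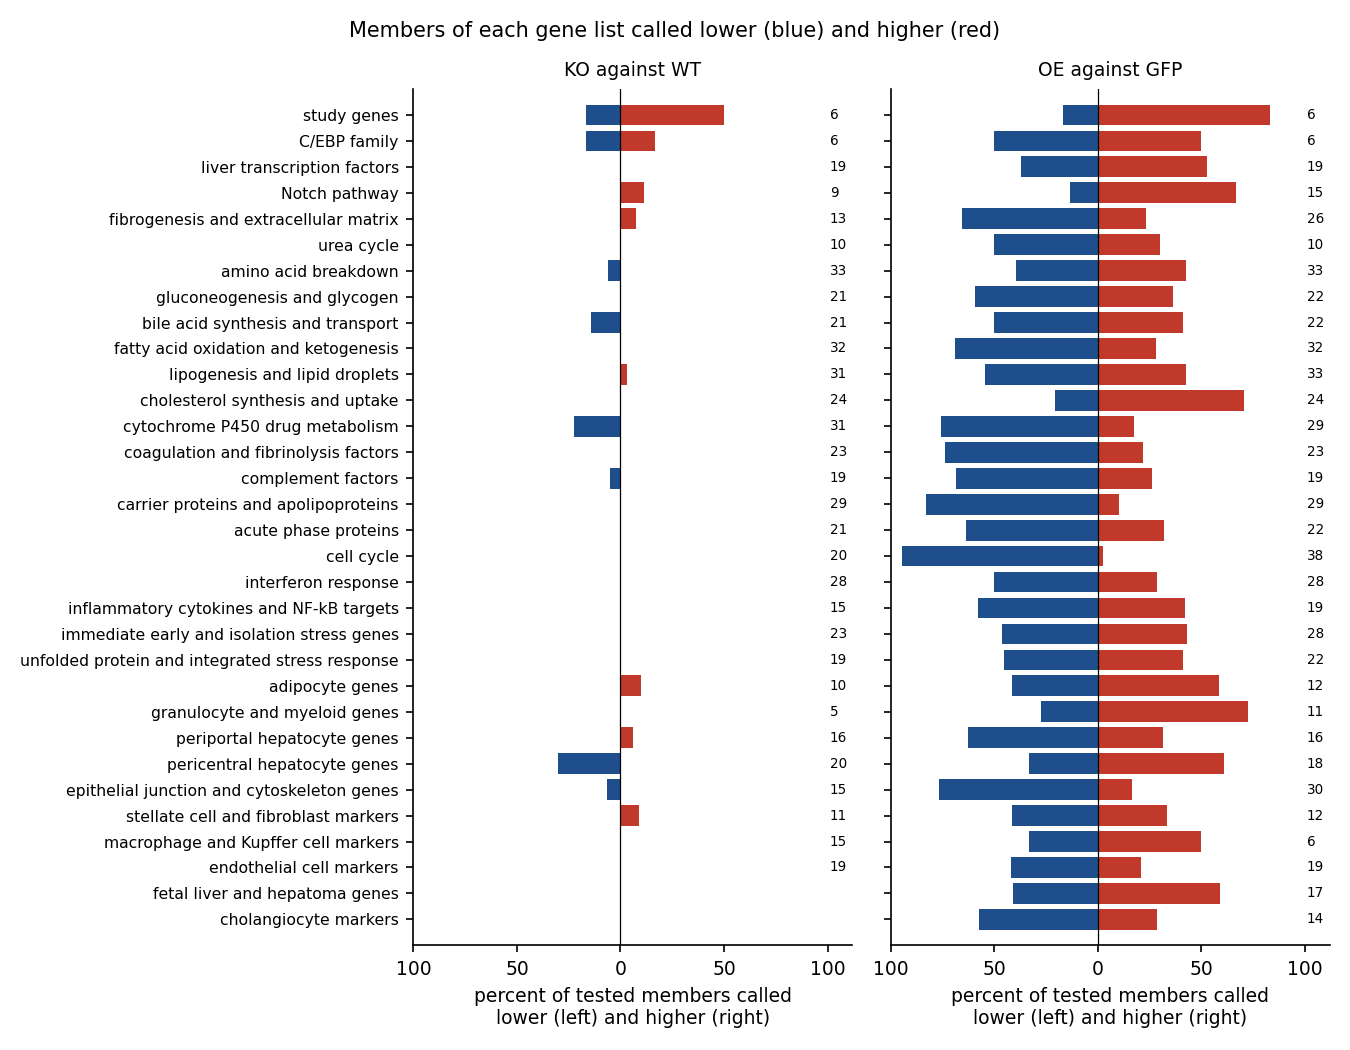
Percent of the tested members of each fixed gene list (vertical) that were called lower (blue bars, left of 0) or higher (red bars, right of 0) in KO against WT and in OE against GFP, with the number of tested members at the right of each panel and no number for lists with fewer than 5. Of 20 pericentral genes 6 were lower in KO, and of 38 cell cycle genes 36 were lower in OE.

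Genes for the plasma proteins and for drug metabolism were also lower in OE. Of 29 carrier proteins and apolipoproteins 24 fell and 3 rose, also adjusted over the list alone (median log2 fold change −1.13, camera adjusted p = 3.83e-08, adjusted p = 0.376 with an estimated correlation). Ahsg, the plasma glycoprotein fetuin-A, fell from 4291 ± 69.2 to 532 ± 12.5 CPM (n = 3), and Trf, transferrin, from 11549 ± 195 to 2437 ± 125 CPM. Of 29 cytochrome P450 genes 22 fell and 5 rose, also adjusted over the list alone (median −1.02, camera adjusted p = 0.00437, adjusted p = 0.325 with an estimated correlation). Cyp3a11 and Cyp2b10, both inducible by drugs, fell from 636 ± 32.4 to 72.8 ± 6.22 CPM and from 616 ± 23.02 to 74.9 ± 5.51 CPM, while Cyp3a13 rose from 52.9 ± 2.11 to 255 ± 11.6 CPM. Of 23 coagulation factors 17 fell and 5 rose, also adjusted over the list alone (median −0.84, camera adjusted p = 0.00331, adjusted p = 0.514 with an estimated correlation), with Proc and F12, protein C and factor XII, at log2 fold changes of −1.51 ± 0.04 and −1.44 ± 0.03. Of 19 complement factors 13 fell and 5 rose, also adjusted over the list alone (median −0.67, camera adjusted p = 0.0267, adjusted p = 0.645 with an estimated correlation). Mbl2, a mannose-binding lectin, fell from 271 ± 11.2 to 35.1 ± 1.05 CPM. Of 22 acute phase genes 14 fell and 7 rose, also adjusted over the list alone (median −0.92, camera adjusted p = 0.0048, adjusted p = 0.645 with an estimated correlation), with Crp, C-reactive protein, and Mt1 at log2 fold changes of −3.33 ± 0.06 and −2.51 ± 0.04. The complement call was lost with the stricter filter, and the complement and acute phase calls in a fit of all 12 libraries and with the length trend removed (adjusted p up to 0.409).

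Lipid metabolism genes moved in both directions in OE. In the fatty acid oxidation and ketogenesis list 22 of 32 fell and 9 rose, also adjusted over the list alone (median log2 fold change −0.997, camera adjusted p = 0.00331, adjusted p = 0.376 with an estimated correlation). Cpt1a, which admits fatty acids to mitochondria, fell from 172 ± 2.77 to 49.8 ± 2.43 CPM (n = 3), and Etfdh, which passes electrons from fatty acid oxidation to the respiratory chain, fell 3.46-fold. In the cholesterol synthesis and uptake list 17 of 24 rose and 5 fell, also adjusted over the list alone (median 0.51, camera adjusted p = 0.00704, adjusted p = 0.645 with an estimated correlation). Idi1 and Sqle, enzymes of cholesterol synthesis, rose from 178 ± 7.35 to 609 ± 13.5 CPM and from 109 ± 3.73 to 249 ± 5.40 CPM. Of 33 lipogenesis and lipid droplet genes 14 rose and 18 fell over all genes and 14 rose and 19 fell adjusted over the list alone (camera adjusted p = 0.461). Dgat2, an enzyme of triglyceride synthesis, rose from 117 ± 4.17 to 945 ± 14.3 CPM, and the lipid droplet protein Plin4 fell from 53.0 ± 3.01 to 1.05 ± 0.0907 CPM. The call of the cholesterol list was lost in a fit of all 12 libraries and with the length trend removed (adjusted p up to 0.382).

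The remaining lists did not pass camera in edgeR in OE against GFP, though most of their genes were called, with the same counts adjusted over the list alone. Among liver transcription factors (19 tested) 10 rose and 7 fell, including Prox1, which rose from 75.4 ± 3.29 to 226 ± 4.39 CPM (n = 3), and Hnf4a, a regulator of hepatocyte identity, which fell from 449 ± 1.65 to 92.4 ± 4.47 CPM. Amino acid breakdown (33 tested) had 14 genes higher and 13 lower, with Hal, the first enzyme of histidine breakdown, 67.3-fold higher. For gluconeogenesis and glycogen (22 tested) the counts were 8 and 13, and the list passed camera as lower with no filter (adjusted p = 0.0397, against an adjusted p = 0.645 with an estimated correlation). For the pericentral list (18 tested) they were 11 and 6 (median log2 fold change 0.94, camera adjusted p = 0.276), with Oat 6.47-fold higher and Aldh1a1, a retinaldehyde dehydrogenase, 10.9-fold lower, and for the periportal list (16 tested) they were 5 and 10. For the C/EBP family (6 tested) the counts were 3 and 3, with Cebpb and Cebpd lower (−1.25 ± 0.06 and −0.84 ± 0.08) and Cebpz and Cebpg higher (1.12 ± 0.03 and 0.31 ± 0.03). The call of Cebpd was lost in a fit of all 12 libraries (adjusted p = 0.194), and the C/EBP family list passed camera in DESeq2 (3.17e-10) and with no filter (0.0184), against an adjusted p = 0.611 with an estimated correlation. For the Notch pathway (15 tested) the counts were 10 and 2, with the ligand Jag1 2.99-fold higher. The 2 lower were the ligand Jag2 (log2 fold change −2.11 ± 0.08) and the receptor Notch1 (3.18-fold).

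For the urea cycle (10 tested) 3 genes rose and 5 fell in OE, and for bile acid synthesis and transport (22 tested) 9 rose and 11 fell. The counts higher and lower were 10 and 7 for fetal liver genes (17 tested), 8 and 14 for the interferon response (28 tested) and 8 and 11 for inflammatory and NF-kB target genes (19 tested). They were 12 and 13 for immediate early and isolation stress genes (28 tested), 9 and 10 for the unfolded protein and integrated stress response (22 tested) and 7 and 5 for adipocyte genes (12 tested). Among markers of other cells they were 4 and 8 for cholangiocytes (14 tested), 4 and 5 for stellate cells and fibroblasts (12 tested), 3 and 2 for macrophages (6 tested), 4 and 8 for endothelial cells (19 tested) and 1 and 3 for red blood cell genes (4 tested). Summed cholangiocyte markers were at 301 ± 11.6 CPM in GFP and 107 ± 6.30 CPM in OE, macrophage markers at 437 ± 5.78 and 846 ± 32.4 CPM with Slc40a1 and at 286 ± 6.42 and 334 ± 21.3 CPM without it, endothelial markers at 111.9 ± 3.50 and 87.7 ± 3.00 CPM, stellate markers at 68.5 ± 2.56 and 74.2 ± 1.58 CPM, and red blood cell genes at 169 ± 3.47 and 87.6 ± 3.95 CPM. The median and the camera direction of a list differed in sign for the C/EBP family, liver transcription factors, amino acid breakdown, fetal liver, immediate early and adipocyte lists in OE and for the C/EBP family, immediate early and epithelial lists in KO, and the mean and the median differed for the inflammatory list in OE and for fatty acid oxidation in KO.

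In all, edgeR called 12893 of 14889 genes tested between OE and GFP, 6531 higher and 6362 lower, of which 3499 and 2750 differed by more than 2-fold. The groups did not overlap for 87.0% of genes, where chance gives 10%, and the biological coefficient of variation was 4.04% against 20.4% in the KO and WT libraries. With so small a spread, the GFP and OE libraries may be repeats of 1 preparation per group, which the labels do not settle. The p values and the number of calls in OE against GFP may then rest on technical spread only. Camera called 2 lists higher and 9 lower of 32 tested, with an estimated correlation it called 0, with 4 at an unadjusted p under 0.05, and fry called 30. With limma on log2(TPM + 1) the calls were 7100 higher and 4093 lower, and scaling by library totals shifted the median log2 fold change of all genes by 0.14.

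The comparisons were then joined to find genes that moved in opposite directions when CEBPA was lost and added. Among 11474 genes tested in both, 188 were called in KO against WT, of which 97 were called in the opposite direction in OE against GFP, where chance gives 81.3, and 71 in the same direction, where chance gives 83.6. Above 2-fold in both, 47 genes moved in opposite directions (chance 24.3), 21 of them higher in KO and lower in OE, and 30 in the same direction (chance 24.5). Both counts in opposite directions include Cebpa itself, whose directions were fixed by the design. The groups of the 2 experiments also stood apart, as in Cyp2e1, a cytochrome P450 chosen after its values were seen, at 6490 ± 773 CPM in WT and 16.8 ± 0.715 CPM in GFP (scaled by library totals), so whether the same kind of cells was compared in both is not known. Spp1 was higher in KO and lower in OE, and the 2 effects differed by −8.31 ± 0.36 on the log2 scale (SE, n = 3 per group, adjusted p = 1.37e-08 in edgeR). That p comes from the fit of all 12 libraries, which shares 1 dispersion per gene between experiments of unequal spread. Ifi27l2b (2.66 in KO and −3.42 in OE), Col4a1 (2.41 and −2.53), Tff3 (4.21 and −2.10) and Ly6e, a membrane protein of the Ly6 family (1.64 and −3.13), had the same pattern. Slc46a3, a lysosomal transporter (−1.68 and 1.843), Plbd1, a phospholipase (−1.88 and 1.56), Slco1b2 (−1.36 and 2.84) and Wfdc21 (−5.62 and 1.17) were lower in KO and higher in OE. Cyp3a11 (−1.68 and −3.13), Mup3 (−3.45 and −1.19), Gstt1, a glutathione transferase (−1.09 and −2.13), and Rmdn2, a microtubule regulator (−1.10 and −1.06), fell in both comparisons, and Steap2, a metalloreductase (1.25 and 1.60), rose in both. Across all genes the log2 fold changes of the 2 comparisons were not correlated beyond relabelling (Pearson r = −0.04, exact p = 0.43, Spearman rho = 0.01, exact p = 0.86, 400 relabellings), and genes are not independent replicates. The number in opposite directions above 2-fold ranged from 16 to 88 when 1 library was left out, and the calls of Col4a1, Slco1b2, Cyp3a11, Mup3, Gstt1, Rmdn2 and Steap2 in KO against WT were lost without 1 library (adjusted p up to 0.185). Rmdn2 was also lost with the stricter filter and in limma, and Steap2 with library totals, in limma and with a replicate block.

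**Figure D4:**
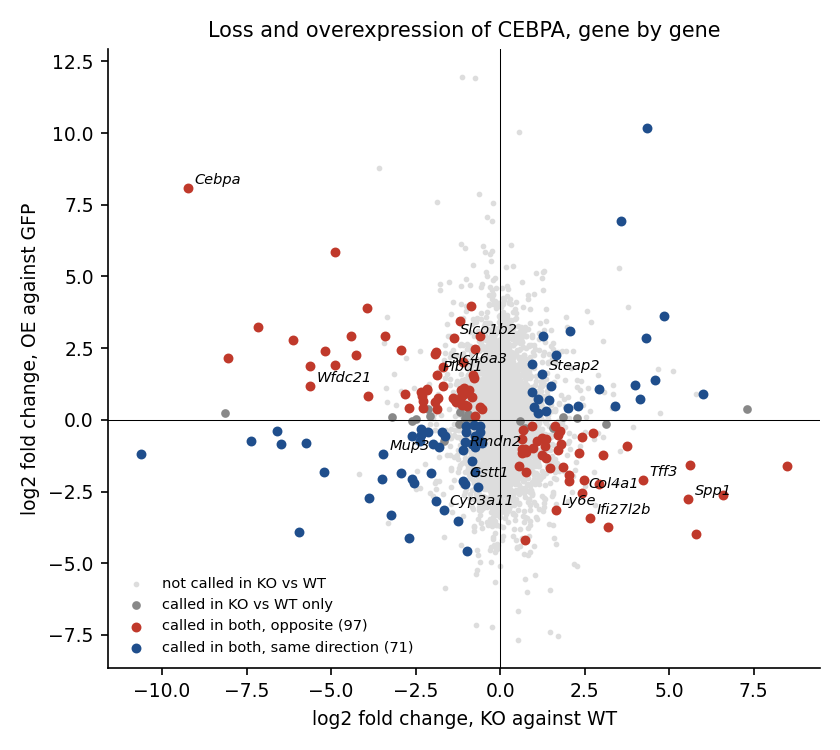
Log2 fold change of OE against GFP (vertical) plotted against that of KO against WT (horizontal) for genes tested in both comparisons, where each point is 1 gene and genes called in both are coloured by direction. Spp1 lies at 5.56 and −2.78, and 47 genes, Cebpa itself among them, moved more than 2-fold in opposite directions.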

Values the study reported

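In primary hepatocytes from knockout mice, the study reported Spp1 mRNA at about 40 times the level of controls. It also reported that these cells released more than 40 ng/mL of osteopontin into the supernatant within 24 hours of culture.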

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

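The correction for gene length was chosen after the data were seen, and the other alternatives before. The 82 genes higher in KO became 283 in DESeq2, 132 with no filter, 30 with the stricter filter, 32 and 30 in limma with a pseudocount of 1 and 0.1, 587 in a fit of all 12 libraries, 31 with a replicate block and 15 to 207 without 1 library. The 121 lower became 342, 192, 61, 80, 73, 618, 56 and 27 to 189 in the same order. Above 2-fold, the 67 higher became 197, 106, 24, 26, 27, 285, 31 and 15 to 166, and the 94 lower became 198 in DESeq2, 44 with the stricter filter, 61 in limma with a pseudocount of 0.1, 245 in a fit of all 12 libraries, 55 with a replicate block and 25 to 126 without 1 library. Genes moving in opposite directions, 97 in all, became 291, 155, 40, 51, 50, 487, 44 and 23 to 169 in the first order, and the 47 above 2-fold became 124, 82, 16, 27, 28, 165, 31 and 16 to 88. The cause was not tested. The WT and KO libraries do not pair by number (correlations of the same numbers 0.0164, −0.0385 and −0.366), and the block shared 79 of its 87 calls with the 203.

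In OE against GFP the 6362 lower genes became 4093 and 4083 in limma with a pseudocount of 1 and 0.1. Above 2-fold, the 3499 higher became 2092 with the stricter filter and the 2750 lower became 1728 with the stricter filter and 1388 and 1598 in limma. Without 1 library the counts were 6532 to 6578 higher and 6270 to 6357 lower, and 3592 to 3678 and 2786 to 2850 above 2-fold.

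Of lists in KO against WT, the 8 higher became 13 with no filter, 5 with the stricter filter, 0 with an estimated correlation and 4 with fry, and 7 to 10 without 1 library. The 6 lower became 0 with an estimated correlation, 3 with fry and 4 to 7 without 1 library. In OE against GFP the 2 higher became 5 with no filter, 1 and 1 in limma, 1 in a fit of all 12 libraries, 0 with an estimated correlation, 8 with fry, 0 with the length trend removed and 2 to 3 without 1 library. The 9 lower became 0 with an estimated correlation and 22 with fry, and stayed at 9 without 1 library. The cause was not tested. Of the 14 and 11 list calls 0 held in every alternative, since none held with an estimated correlation, and none reversed.

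Of 47 named genes called in KO against WT 18 were called in every alternative that gave a value, 17 of them with a value in every alternative, and none reversed. Of 128 called in OE against GFP 114 were called in every alternative that gave a value, 105 of them with a value in every alternative, and 4 reversed in at least 1. Genes without a value lay below the stricter filter or the TPM minimum of limma. On the log2 scale Gvin1 was at −0.034 with the length trend removed. Mup19 was at 0.10 and 0.11 in limma and 0.068 with the length trend removed. Saa2 was at 0.0707 and 0.0708 in limma and 0.26 with the length trend removed, and Nfkb2 was at 1.94e-05 and 2.03e-05 in limma. The cause was not tested. Depth limits genes with few counts in 1 group, such as Smpdl3b in WT with 19 counts over 3 libraries, Cebpa in KO with 29 and Lgr5 in KO with 5.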

Other observations

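The GFP and OE hepatocytes differed widely from the WT and KO hepatocytes in genes chosen after their values were seen. The levels in this paragraph are scaled by library totals alone, without TMM, so differences in composition between the cells were not corrected. Cyp2e1, a pericentral cytochrome P450, was at 6490 ± 773 CPM in WT, 4088 ± 1083 in KO, 16.8 ± 0.715 in GFP and 14.5 ± 0.652 in OE (SD, n = 3 per group). Fabp1, the liver fatty acid-binding protein, was at 1635 ± 378, 1460 ± 485, 3.42 ± 0.339 and 1.63 ± 0.279 CPM in the same order. Alb, serum albumin, was at 75430 ± 2068, 95890 ± 1662, 16910 ± 431 and 7979 ± 170 CPM. Afp was at 0.311 ± 0.111 CPM in WT and 249.7 ± 15.8 CPM in GFP, the proliferation marker Mki67 at 0.143 ± 0.179 and 115 ± 6.20 CPM, the keratin Krt8 at 146 ± 19.7 and 3091 ± 54.6 CPM, and the mesenchymal filament Vim at 0.160 ± 0.162 and 1009 ± 11.7 CPM. The labels call all 4 groups primary hepatocytes, and whether the GFP and OE cultures hold the same kind of cells as WT and KO, or proliferating cells or a cell line, is not known, so the joined comparison of KO and OE effects rests on cells that differ in more than the virus. These differences were not tested.

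Cebpg, a C/EBP family gene that rose in KO, lies 62.7 kb from Cebpa. Of 19 genes tested within 1 Mb of Cebpa only Cebpg was called, and the next lowest adjusted p was 0.0658. The study describes Sox9 as unchanged by the loss of CEBPA in hepatocytes. The study examined Notch signaling in primary hepatocytes and in livers, so its statement may rest on samples other than these libraries. In these libraries Sox9 was 4.04-fold higher in KO. That call ended without any WT library and in limma on log2(TPM + 1) (adjusted p up to 0.145 over the alternatives).

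Of the tests below, those chosen only after the result was seen are the summed cell type markers for Spp1, the neutrophil markers, the length trend, the identity of KO3, the macrophage share in KO1 and KO2 and the pericentral difference, while the medians of the cell type markers and the counts over other splits were chosen before.

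The first pattern is the rise of Spp1 in KO, which might come from cholangiocytes or macrophages, both of which can express Spp1, in the KO preparations. The tests chosen before went the way of both explanations, with median log2 fold changes of 1.09 over 3 tested cholangiocyte markers and 1.57 over 15 tested macrophage markers, but 15 of the 18 cholangiocyte markers lay below the count filter, so their median covers few genes. All 18 together were higher in KO by 10.5% of the difference in Spp1, while Krt7, Krt19 and Epcam, abundant transcripts of cholangiocytes, summed to at most 0.514 CPM and 0.132% of Spp1 in a KO library, which argues against cholangiocytes as the source of Spp1. The 23 macrophage markers without Slc40a1 summed to 27.1 ± 15.9 CPM in WT and 52.2 ± 25.7 CPM in KO, a difference of 6.77% of that of Spp1, and in KO3 they were at 22.5 CPM, below the 44.9 CPM of WT3, while Spp1 was at 362 CPM against 8.0 CPM in WT3, which argues against macrophages. From these libraries alone, regulation of Spp1 in hepatocytes by CEBPA stays open as a hypothesis, and other cell types were not weighed. The study tested it with other assays. It reported that CEBPA inhibited an Spp1 promoter reporter and that mutating a predicted CEBPA site rescued this. It also reported Spp1 induction in livers after macrophage depletion, and mostly in hepatocytes in single-cell RNA-Seq of mice on a fibrosis diet.

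The next pattern is the set of 27 genes at 0 counts in GFP and at least 10 CPM in OE, 3377 CPM in sum, against 0 genes the other way. Several of them, such as S100a8, S100a9, Ngp and Stfa1, are known from neutrophils, so neutrophils in the OE cultures could be their source. The other 20 lymphocyte and neutrophil markers, Csf3r, Cxcr2 and Ptprc among them, reached at most 0.0931% of the sum of S100a8 and S100a9 in an OE library, which argues against it. The trend of fold change with gene length in this comparison (Pearson r = 0.10 across genes) is also not the source, since the medians of 10 classes of gene length lay within 0.918 on the log2 scale, against bounds of at least 208-fold for these genes. Induction by the 268-fold excess of Cebpa stays open as a hypothesis, and so do reads divided between related genes.

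The last pattern is the acute phase and inflammatory genes, of which 21 of 21 and 13 of 15 tested were higher in both KO1 and KO2 than in KO3, with Saa1, chosen after its values were seen, at 1757, 2502 and 101.2 CPM. A wrong label or failed deletion in KO3 is argued against by Cebpa, which in KO3 was at 0.0716% of the lowest WT library. The macrophage markers without Slc40a1 were also high in KO1 and KO2, but reached at most 2.37% of the sum of Saa1 and Saa2 there, so macrophages are unlikely to be where the transcripts of these 2 genes came from. For Saa3, at 221 and 446 CPM in KO1 and KO2, and for inflammatory genes such as Icam1 and Tlr2, whose levels were closer to the marker sums of 66.7 and 67.5 CPM, macrophages stay open. Signals from such cells to hepatocytes, inflammation in single mice and handling of the preparations stay open and were not tested, since the labels put KO1, KO2 and KO3 in 1 group.

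A hypothesis of these data is that pericentral genes follow the amount of CEBPA, since they were lower in KO. Over 18 genes tested in both comparisons the median log2 fold change was −1.02 in KO against WT and 0.94 in OE against GFP, a difference of 1.97 (exact p = 0.005, the smallest that 400 relabellings can give, and 0.028 adjusted over 28 lists). 5 lists had this smallest p, and the list was picked after all lists were seen. The test may be passed by the OE effect alone, and of the 6 genes lower in KO 3 were higher and 2 lower in OE, while the summed CPM of the list, scaled by library totals, was 946 ± 43.4 in GFP and 730 ± 9.49 in OE, opposite to the median, so the hypothesis stays open.

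Other splits of the same libraries were counted for each comparison. In KO against WT 1 of 10 splits, the real one, gave 203 calls and the highest other gave 0, while 5 of 10 splits gave at least the 14 list calls of the real split and the highest other gave 17. In OE against GFP 1 of 10 splits gave 12893 calls (highest other 0) and 1 of 10 gave 11 list calls (highest other 9). With 10 splits no share under 0.05 can be had. For the 47 genes in opposite directions above 2-fold, 1 of 100 pairs of splits gave as many, and the highest other pair gave 0, which follows from the other splits calling 0 genes.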
